# Allelic exclusion of the immunoglobulin heavy chain locus is independent of its nuclear localization in mature B cells

**DOI:** 10.1093/nar/gkt491

**Published:** 2013-06-07

**Authors:** Sjoerd J. B. Holwerda, Harmen J. G. van de Werken, Claudia Ribeiro de Almeida, Ingrid M. Bergen, Marjolein J. W. de Bruijn, Marjon J. A. M. Verstegen, Marieke Simonis, Erik Splinter, Patrick J. Wijchers, Rudi W. Hendriks, Wouter de Laat

## Abstract

In developing B cells, the immunoglobulin heavy chain (*IgH*) locus is thought to move from repressive to permissive chromatin compartments to facilitate its scheduled rearrangement. In mature B cells, maintenance of allelic exclusion has been proposed to involve recruitment of the non-productive *IgH* allele to pericentromeric heterochromatin. Here, we used an allele-specific chromosome conformation capture combined with sequencing (4C-seq) approach to unambigously follow the individual *IgH* alleles in mature B lymphocytes. Despite their physical and functional difference, productive and non-productive *IgH* alleles in B cells and unrearranged *IgH* alleles in T cells share many chromosomal contacts and largely reside in active chromatin. In brain, however, the locus resides in a different repressive environment. We conclude that *IgH* adopts a lymphoid-specific nuclear location that is, however, unrelated to maintenance of allelic exclusion. We additionally find that in mature B cells—but not in T cells—the distal V_H_ regions of both *IgH* alleles position themselves away from active chromatin. This, we speculate, may help to restrict enhancer activity to the productively rearranged V_H_ promoter element.

## INTRODUCTION

B and T lymphocytes express a large repertoire of antigen receptors that safeguard the robustness of our adaptive immune response. Lymphocyte development uniquely relies on scheduled genomic rearrangement of V (variable), D (diversity) and J (joining) gene segments in the antigen receptor loci (1–3).

The murine *IgH* locus spans nearly ∼3 Mb, with upstream ∼150 functional V_H_ segments spread over ∼2.4 Mb, followed by D_H_ and J_H_ segments and a ∼200 kb constant (C_H_) gene region. V(D)J recombination, initiated by the recombination activating gene-1 (Rag1) and Rag2 proteins, is regulated at three different levels: (i) cell lineage-specificity, (ii) temporal order within a lineage and (iii) allelic exclusion, which is the mechanism that guarantees that only one receptor is expressed per lymphocyte (2–4). The *IgH* locus contains many *cis*-regulatory elements, including the intergenic control region 1 (IGCR1), the intronic enhancer E_µ_ and the downstream 3′ regulatory region (3′RR), which are involved in the regulation of the of V(D)J recombination (5–7) and class switch recombination (8). Chromosome topology and nuclear location have been implicated in the control of V(D)J recombination and allelic exclusion (3,9–11). In the early pro-B stage, the *IgH* locus adopts a central position in the nuclear interior and chromatin looping mediates physical proximity of both ends of the locus (12,13), facilitating recombination of distal V_H_ genes (13–16). Succesfull D_H_-to-J_H_ recombination on both alleles is followed by productive V_H_ to D_H_J_H_ recombination on only one allele. Prohibition of further rearrangement of the other allele, called allelic exclusion, is thought to be controlled by multiple (partly) redundant and successive mechanisms (17). In pre-B cells, on successful V(D)J rearrangement both *IgH* loci decontract and the non-productive allele is seen to relocate to pericentromeric heterochromatin (PCH) (15). No heterochromatin tethering was observed in early pro-B cells prior to rearrangement, nor in resting splenic B cells, suggesting that mono-allelic recruitment to heterochromatin is developmentally controlled (18). Only on activation of splenic B cells, mono-allelic *IgH* recruitment to PCH appears to re-occur (18). Mono-allelic expression was reported to take place preferentially from the non-associated allele, suggesting that recruitment to heterochromatin helps to maintain silencing of the non-productive *IgH* allele (18). In contrast with these findings, it has also been reported that activated splenic B cells transcribe both *IgH* alleles (19). To what extent the two *IgH* alleles in mature B cells differ therefore remains unclear.

While FISH enables studying locus positioning at the single cell level, it is limited in throughput and provides relatively low resolution spatial information. Chromosome conformation capture (3C) technology (20) has been applied to study *IgH* locus conformation in more detail. 3C revealed two major contacts in the unrearranged *IgH* locus, one between E_µ_ and 3′RR, and the other between E_µ_ and IGCR1 (5,21). The CCCTC-binding factor CTCF (22) and cohesin were implicated in these loops, which appear to create a topological subdomain that covers the region from 3′RR to IGCR1 (5,21). The proximal and distal V_H_ region also adopt distinct topological substructures that then merge with the 3′ domain to maximize D_H_J_H_ contacts with the full V_H_ gene repertoire (16,23). Thus, in early B cell development, *IgH* topology ensures that proximal and distal V_H_ genes have equal opportunites to interact with E_µ_. In mature B cells that have completed V(D)J recombination, however, the chromatin structure of *IgH* is expected to be different, as promiscuous interactions of E_µ_ with numerous upstream V_H_ promoters may interefere with accurate and efficient transcription from the functionally rearranged V_H_ promoter.

In this study, we characterized the structural properties and genomic environments of the productive and non-productive *IgH* allele separately. We applied allele-specific 4C-seq (24,25) to compare at high resolution the chromatin configuration of the productive and non-productive *IgH* alleles in mature B cells, as well as the unrearranged *IgH* alleles in T cells and non-lymphoid cells. We also evaluated *IgH* nuclear positioning, as determined by the genomic contacts formed by these alleles.

## MATERIALS AND METHODS

### Separation and stimulation of IgM^a^- and IgM^b^-expressing B cells

*Magnetic activated cells sorting (MACS)*: mature resting B cells were purified using streptavidin-coupled magnetic beads (Miltenyi Biotec), by negative selection using the following biotinylated antibodies: CD5, CD43, CD138, CD11b, Gr-1 and TER-119 (Supplementary Table S1.1).

*Fluorescence activated cells sorting (FACS)*: Separation of B cell populations based on IgM allotype expression was done by FACS sorting of MACS-purified fractions of resting B cells using antibodies to B220 and CD19, in conjunction with allotype-specific antibodies for IgM^a^ [FVB] and IgM^b^ [C57BL/6], for details see Supplementary Table S1.3.

*In-vitro activation*: Purified (resting) B cells were *in-vitro* activated, as described (18) for 4 days using αCD40-coated plates (20 µg/ml; BD Biosciences) and IL-4 (IL-4 50 ng/ml; Peprotech). For further details see Supplemental Data.

### 4C template preparation & mapping

FACS-sorted cells were used for 4C template preparation. Cells were fixed and lysed as described (26) using HindIII (Roche) as a first cutter and DpnII (New England Biolabs) as a second cutter. An allele-specific strategy for single-end 4C-sequencing was used as described (25,27), where restriction fragment length polymorphisms between the C57Bl/6 and the FVB genome are exploited. Primers for the single-end 4C-seq experiments were designed around an SNP that creates an extra DpnII restriction enzyme site on the FVB allele. Consequently, only the C57Bl/6 allele will be analyzed using this strategy (Supplementary Figure S2). For the allele-specific paired-end 4C sequencing (PE-4Cseq), primers were designed such that one of the selected primers read an SNP (P2) (28) whereas the other primer (P1) read into the captured sequence ligated to the ‘bait’ fragment in the 4C procedure. Consequently, simultaneous analysis of two alleles is possible. The single-end data were mapped, allowing no mismatches, to a database of 4C-seq fragment ends generated from the mm9/NCBI m37 version of the mouse genome (29). The paired-end sequencing data were first split based on the SNPs (C57Bl/6 vs FVB) detected in the second read (PE2) of the read-pair and subsequently the first read of the pair (PE1) was mapped as single-end data. Significant genomic contacts, visualized by domainograms, were identified based on described algorithms (29). For further details see Supplementary Data.

### RNA-FISH and DNA-FISH

MACS-sorted cells were used for RNA and DNA FISH experiments. RNA and DNA FISH experiments were performed as described (27), with minor adjustments. Briefly, for DNA FISH, denaturing of the DNA in the cells on slides was done for 10’ @ 80°C in 50% formamide / 2× SSC after which a denatured probe was applied to the slide for overnight hybridization at 42°C followed by post hybridization washes and microscopic analysis. For further details see Supplemental Data.

For detailed description of mice, B and T cell isolation, lymphoid cell culture, separation of IgM^a^- and IgM^b^-expressing B cells, 4C-seq procedures, RNA expression analysis, RNA-FISH and DNA-FISH, see Supplementary Materials and Methods.

## RESULTS

### Both *IgH* alleles are transcribed and positioned similarly in resting and activated splenic B cells

To obtain a pure B cell population from spleen, we used the cell-sorting strategy described in (18) but included additional markers to further exclude non-B cells (see materials and methods). Because recruitment of non-productive *IgH* alleles to PCH was observed in activated but not in resting B cells (18), we performed 4C-Seq experiments both in resting and αCD40-activated splenic B cells. Proper activation of splenic B cells was verified by gene profiling, demonstrating upregulation of key genes including *Aicda*, *IL-5R*, *CD44*, *Fas*, *c-Myc* and *cyclin D2* (Supplementary Table S2).

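Total RNA of splenic lymphocytes from F1 mice of C57BL/6 and FVB parents was hybridised to 12 Affymetrix mouse gene arrays after labelling with a kit for whole transcripts. The labels give 3 arrays for each of 4 groups, which are resting B cells (day 0), B cells activated for 4 days with αCD40 at 20 µg/ml and IL-4 at 50 ng/ml, resting T cells (day 0) and T cells activated for 4 days. The paper names αCD3 as the stimulus of the T cells, and the labels name αCD3, αCD28 and IL-2. The authors deposited log2 values made with RMA, a method that corrects the background, brings the probe values of the arrays to 1 distribution and combines the probes of a set. Over 34760 probe sets, the median of an array was between 5.50 and 5.68 log2. Of these probe sets, 21640 carried 1 gene symbol, 1321 carried several and 11799 had no gene named here. Probe sets with 1 symbol gave 19937 genes, and for the 954 genes with more than 1 probe set the one with the highest mean over all arrays was used. Groups were compared with limma on all 12 arrays, with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. Arrays give no read depth, so the precision is limited by their number, and the 95th percentile of 1027 olfactory receptor genes, 5.21 log2, is used as a level of background. The sources used here do not say whether the 3 arrays of a group came from separate mice, so that p-values measure the spread between these samples. The sex-linked gene Xist differed within every group, from at most 4.50 log2 in some arrays to at least 10.6 in others, so that the arrays of a group do not all hold RNA of the same mouse.

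The lineage genes on the arrays went against the labels in all 4 groups. Cd3e, a chain of the T cell receptor complex, was at 10.61 ± 0.24 (SD, n = 3) and 10.07 ± 0.14 log2 in the arrays labelled resting and activated B cells. In the arrays labelled resting and activated T cells it was at 5.93 ± 0.36 and 6.43 ± 0.28 log2. Cd79a, a chain of the B cell receptor complex, was at 8.27 ± 0.51 log2 in the arrays labelled resting B and 4.50 ± 0.49 in those labelled activated B, against 10.45 ± 0.28 and 11.64 ± 0.14 in those labelled resting and activated T. Mki67, a marker of dividing cells, was at 10.58 ± 0.01 and 10.18 ± 0.08 log2 in the arrays labelled activated B and resting T, and at 6.56 ± 0.42 and 6.31 ± 0.54 in those labelled resting B and activated T. The arrays are named by their labels throughout, and a direction between groups is the direction between labelled groups.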

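In the arrays labelled activated B cells, 1 of the 5 measured activation genes that the paper names was higher than in those labelled resting B cells, 3 were lower and 1 did not pass the test. Myc, a transcription factor of cell growth, was at 10.27 ± 0.12 (SD, n = 3) log2 against 9.03 ± 0.03, a log2 fold change of 1.25 (standard error 0.10, adjusted p = 1.8e-08 from limma). Il5ra, the α chain of the IL-5 receptor, fell by 1.04 on the log2 scale, between levels that both lie under the background of 5.21 log2. The adhesion receptor Cd44 fell by 0.39 and the death receptor Fas by 0.62, with adjusted p-values of 0.00222 and 0.0004 from limma. Ccnd2, which encodes cyclin D2, had a log2 fold change of 0.15 (standard error 0.12, adjusted p = 0.402 from limma). Between the arrays labelled T cells, all 5 genes were lower in those labelled activated than in those labelled resting. There Il5ra was at 10.79 ± 0.06 log2 in the arrays labelled resting T and 6.83 ± 0.31 in those labelled activated T, a log2 fold change of -3.95 (standard error 0.13, adjusted p = 1.1e-12 from limma). The log2 fold changes of Cd44, Fas, Myc and Ccnd2 were -2.34, -2.87, -0.99 and -2.82, with a highest adjusted p of 3.2e-07. The counts were the same when adjusted over the list alone, and the study chose these genes on these samples, so that the list is no independent evidence of a direction.

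Genes known to respond to the stimuli also differed between the labelled groups. Of 8 measured target genes of IL-4 and STAT6, 5 were higher in the arrays labelled activated B than in those labelled resting B, among them Nfil3 (log2 fold change 4.55) and the feedback inhibitor Cish (3.09), and 1, the IgE receptor Fcer2a, was lower (-2.03). The median log2 fold change of this list was 1.59 (adjusted p = 0.00185 from camera, and adjusted p = 0.0598 with an estimated correlation). Between the arrays labelled activated and resting T, none of the 8 was higher and 6 were lower (7 when adjusted over the list alone), with a median of -2.05 (adjusted p = 3e-08 from camera, and adjusted p = 0.00649 with an estimated correlation). Of 17 target genes of CD40 and NF-κB, 3 were higher (Cd80, Ebi3 and Bcl2l1, named after their values were seen) and 10 lower in the arrays labelled activated B, with the costimulatory ligand Cd86 at -2.58 and Cd83 at -1.82 (adjusted p = 0.0038 from camera for the list, and adjusted p = 0.207 with an estimated correlation), and 5 were higher and 8 lower (10 when adjusted over the list alone) in those labelled activated T than in those labelled resting T (adjusted p = 0.0368 from camera, and adjusted p = 0.38 with an estimated correlation). Of 27 genes of T cell activation and effector function, 15 were higher (16 when adjusted over the list alone) and 8 lower in the arrays labelled activated B. Gzmb, which encodes granzyme B, was at 12.73 ± 0.03 (SD, n = 3) log2 there and 6.79 ± 0.30 in those labelled resting B, and Il2ra, the α chain of the IL-2 receptor, at 11.97 ± 0.08 and 7.27 ± 0.06 (adjusted p = 0.00413 from camera for the list, and adjusted p = 0.556 with an estimated correlation). In the arrays labelled activated T, 6 of the 27 were higher and 9 lower than in those labelled resting T, and camera did not call the list (adjusted p = 0.487). Of 20 genes of class switch recombination, 12 were higher in the arrays labelled activated B and 2 were lower (Lig4 and Xrcc4, named after their values were seen, which lost the call with median centring at adjusted p = 0.117 and 0.266), led by the exonuclease Exo1 at 3.10 (adjusted p = 6.8e-05 from camera for the list, and adjusted p = 0.18 with an estimated correlation). In the arrays labelled activated T, 1 of these 20 was higher and 11 were lower than in those labelled resting T (adjusted p = 0.00015 from camera, and adjusted p = 0.216 with an estimated correlation). Xrcc4 lost its call with the replicate block as well (adjusted p = 0.0528). Each direction is that of the labels, which the lineage genes go against. From the rise of activation genes after stimulation (Supplementary Table S2), the paper concludes that the splenic B cells were properly activated.

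**Figure D1:**
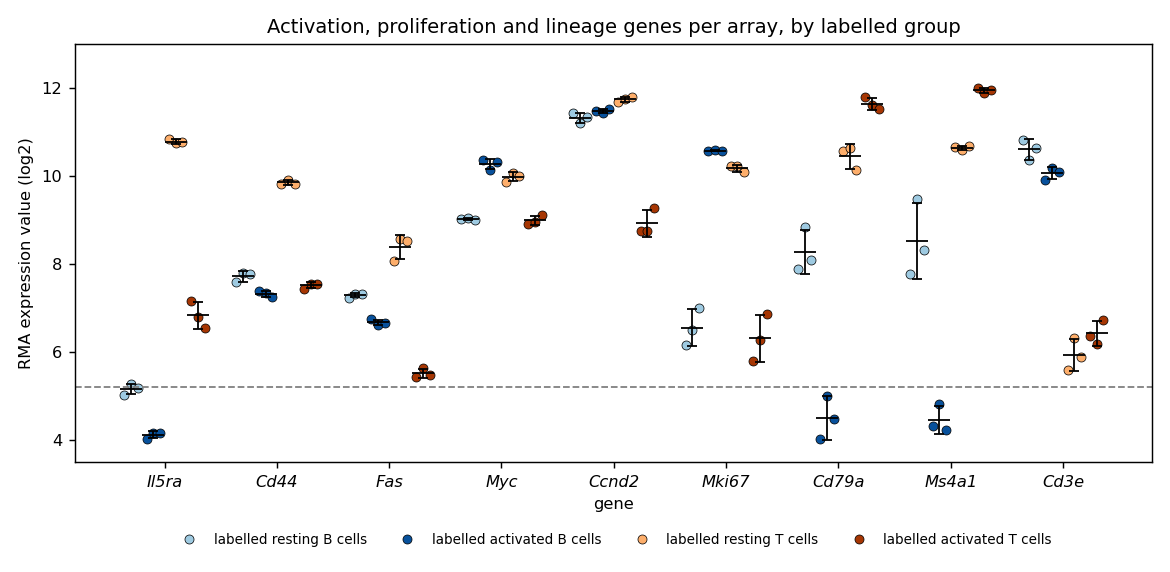
RMA expression values (log2, y axis) of the activation genes Il5ra, Cd44, Fas, Myc and Ccnd2, the proliferation marker Mki67, the B cell genes Cd79a and Ms4a1 and the T cell gene Cd3e (x axis), with the 3 arrays of each labelled group as points, their mean and SD as marks and bars, and the background level of 5.21 log2 as a dashed line. Cd79a and Ms4a1 are highest in the arrays labelled activated T cells and Cd3e in those labelled resting B cells.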

First, we tested *IgH* expression by RNA-FISH with a BAC probe spanning the Cµ–J_H_–D region. Both in resting and in activated B cells, we detected biallelic expression in ∼75–80% of cells (Figure 1A and B). RNase-treated cells showed no signals, demonstrating that we were measuring RNA (Supplementary Figure S1). These results supported previously published work in which biallelic expression (19,30,31), active chromatin marks and RNA polymerase II binding (30) were found to be associated with both productive and non-productive *IgH* alleles in mature B cells.

**Figure 1.**
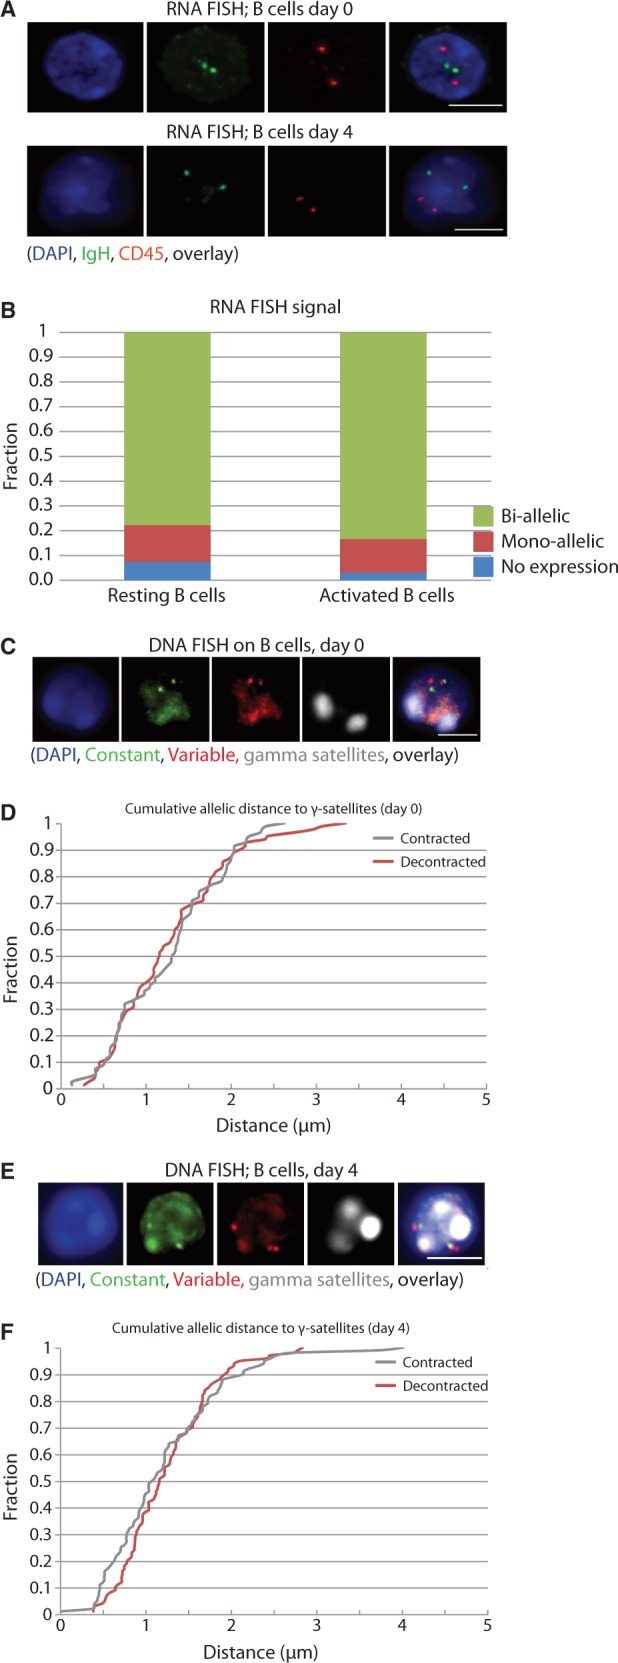
Biallelic expression and comparable nuclear positioning of the two *IgH* loci relative to PCH in resting and activated B cells. (**A**) Representative picture of RNA FISH in resting (*upper row*) and activated B cells (*lower row*). (**B**) Quantification of the RNA FISH data plotted as the percentage of *IgH* signals in CD45^+^ cells on the Y-axis. A minimum of 50 cells were analyzed per cell type. Cells with >2 RNA signals for *IgH* were excluded from the analysis. (**C**) Representative picture of DNA FISH in resting B cells. (**D**) Cumulative frequency of the minimal distance of *IgH* signals to the γ-satelite FISH signal in resting B cells. Contraction is defined as the minimal distance between two different probes on the *IgH* locus. The distance of the *IgH* signals to γ-satelites in μm is depicted on the X-axis. (**E**) Representative picture of DNA FISH in activated B cells. (**F**) Cumulative frequency of the minimal distance of the *IgH* signals to the γ-satelite FISH signal in activated B cells. FISH pictures represent several Z-stacks projected on top of each other, scale bar in overlays depicts 4 µm. Images were collected using a Leica DM6000 B microscope equipped with a 100× objective, Leica DFC360 FX camera, taking z-steps of 0.2 µm. Leica application suite 2.6.0 software was used both for image collection and deconvolution.

We then asked whether B cell stimulation is accompanied by allele-specific repositioning of the non-productive *IgH* locus to PCH, as previously reported (18). We performed DNA FISH and measured *IgH* distances relative to PCH, as stained for with a γ-satellite probe. To discriminate productive from non-productive alleles, we visualized both *IgH* ends and assumed that the most contracted locus represented the productive allele (15). In resting B cells, none of the *IgH* alleles showed striking PCH proximity (Figure 1C and D). In stimulated B cells, the non-productive locus appeared a bit more frequently near PCH than the productive allele, but physical contacts within the 300 nm range were rare for both alleles (Figure 1E and F).

These microscopy studies therefore indicate that in resting and activated splenic B cells both *IgH* loci are transcribed and that none of the two *IgH* loci are closely associated with PCH.

### Allele-specific 4C-seq strategy to analyze productive and non-productive *IgH* alleles

To identify cells exclusively expressing the paternally or maternally derived *IgH* allele, we took advantage of IgM allotype differences: B cells from FVB or C57BL/6 mice produce heavy chains of the IgM^a^ or IgM^b^ allotype, respectively, which differ in a single amino acid (32). We used allotype-specific antibodies in FACS to sort separate pools of IgM^a^- and IgM^b^-expressing splenic B cells from (FVB[IgM^a^] × C57BL/6[IgM^b^]) F1 mice. Both resting and αCD40-activated splenic B cell fractions were sorted into two populations: one with cells carrying a productive FVB[IgM^a^] and a non-productive C57BL/6 allele, and another with cells carrying a productive C57BL/6[IgM^b^] and a non-productive FVB allele (Figure 2A).

**Figure 2.**
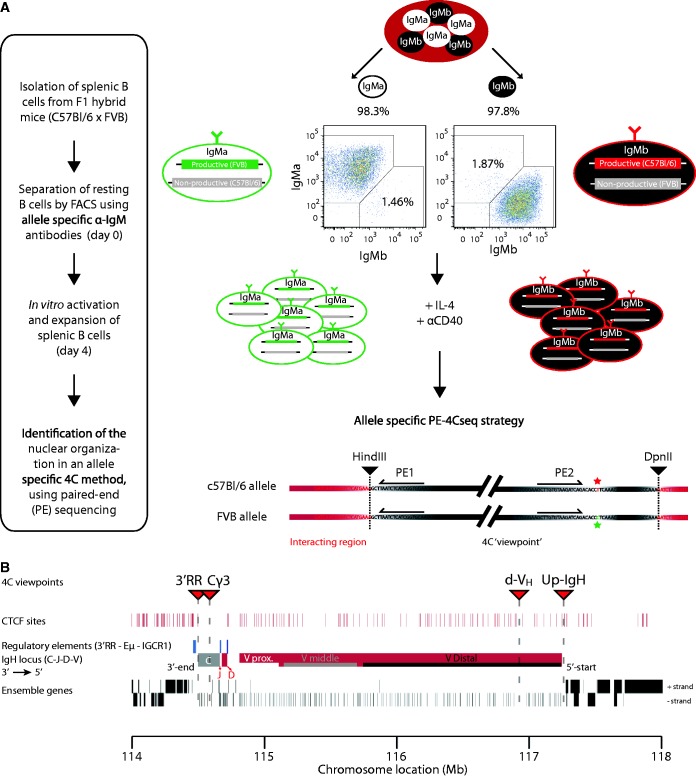
Allele-specific 4C-seq strategy allowing separate analysis of productive and non-productive *IgH* alleles in B cells. (**A**) Schematic view of the experimental approach. The purity of the IgM^a^/IgM^b^-allotype-sorted populations is depicted above the FACS plots. The allele-specific 4C-seq strategy shows a schematic 4C ‘viewpoint’. The restriction sites are depicted in black triangles; the red and green stars highlight the SNP between the C57BL/6 and the FVB allele, respectively. The 4C viewpoint (black) with its captured interactions (red) is not drawn to scale. (**B**) Schematic view of the *IgH* locus highlighting the 4C viewpoints (red triangles), CTCF sites in mature B cells (GEO accession: GSM672402), regulatory elements (blue bars), the C region (grey), the J_H_, D and V_H_ regions (red), and the Ensemble genes (black bars) on mouse chromosome 12 (mm9). The proximal (Vprox), middle (Vmiddle) and distal (Vdistal) region of the variable region are indicated with white, grey and black bars, respectively. The locus is drawn to scale. Mb = Megabase.

To independently analyze the topology of these two functionally and physically different *IgH* alleles, we used allele-specific 4C-seq technology. 4C-seq enables the generation of genome-wide DNA contact profiles of a chromosomal sequence of interest, called the ‘viewpoint’ (24,25). In this allele-specific 4C-seq variant, we took advantage of C57BL/6 or FVB haplotype-specific single nucleotide polymorphisms (SNPs). We designed a strategy based on paired-end (PE) sequencing, whereby PE1 analyzes 4C ligation products and therefore identifies DNA contact partners, while PE2 reads a SNP inside the ‘viewpoint’ fragment and therefore links the PE1 contact profile to either the C57BL/6 or the FVB allele. Thus, the paired-end 4Cseq strategy (PE-4Cseq) enables independent but simultaneous analysis of both alleles, which is different from a previously developed method that uses single-end 4Cseq (SE-4Cseq) to analyze only one of the two alleles in a cell population (25). Three PE-4Cseq viewpoints were designed: *3′RR*, near the upstream 3′ regulatory region; *Cγ3*, inside the Cγ3 region and *d-V_H_*, in the distal-V_H_J558 region. A fourth viewpoint, *Upstream-IgH (Up-IgH)*, at the 5′ end of *IgH* just beyond the most distal V_H_ gene (Figure 2B), was used for allele-specific analysis based on SE-4Cseq (Supplementary Figure S2). The B cell populations studied consist of cells with differently rearranged *IgH* alleles. Three of the four 4Cseq viewpoints reside outside the V(D)J rearranged part of *IgH* and therefore enable DNA contact assessment of both alleles independent of their rearrangement. Only the *d-V_H_* viewpoint resides just inside the distal-V_H_J558 region and may therefore miss a few rearranged alleles.

### Topology of the *IgH* locus

We generated DNA contact profiles in resting and αCD40-activated splenic B cells, resting and αCD3-activated splenic T cells as well as fetal brain cells (serving as a non-lymphoid control). All 4C-seq profiles showed the typical contact distribution expected from polymer physics, with high contact frequencies between sequences close on the linear chromosome and with intrachromosomal captures being preferred over interchromosomal contacts (Supplementary Figure S3) (29). C57BL/6- and FVB-specific 4C-seq profiles were essentially identical; we show C57BL/6-specific profiles, unless specified as in Supplementary Figure S4.

In all cell types and for all three internal *IgH* viewpoints, the most abundant local contacts appeared confined to the ∼3 Mb *IgH* locus (Figure 3A and B). In B lymphocytes, contacts made between the two ends of the locus were particularly frequent (Figure 3D), which probably reflects close linear proximity as a consequence of V_H_-to-DJ_H_ recombination. Rapid drops in contact frequencies suggestive of structural boundaries were seen at either end of the locus. The 3′ *IgH* boundary is best appreciated by the 4C-seq plots of the two closest viewpoints, *3′RR* and *Cγ3*. Both showed loss in contact frequencies just beyond the 3′RR (Figure 3A–C). The 5′ *IgH* boundary is evident from the contact profiles of the two 5′ viewpoints. *d-V_H_*, inside the *IgH* locus, preferentially captured *IgH* sequences but shows a clear reduction in contacts just beyond the last *V_H_* gene (Figure 3A–E). By contrast, *Up-IgH*, just outside the *IgH* locus, showed a strong preference to capture sequences further away from *IgH* and did not make frequent contacts within *IgH *(Figure 3A, B and F)*.* These findings suggested that the *IgH* locus forms a spatially distinct entity in mature B cells, as was described for pro-B cells (16), that is similar to the previously described topological domains identified by Hi-C (33–36) (Supplementary Figure S5). This structural organization was identified in cycling and non-cycling B and T lymphocytes, as well as in fetal brain cells.

**Figure 3.**
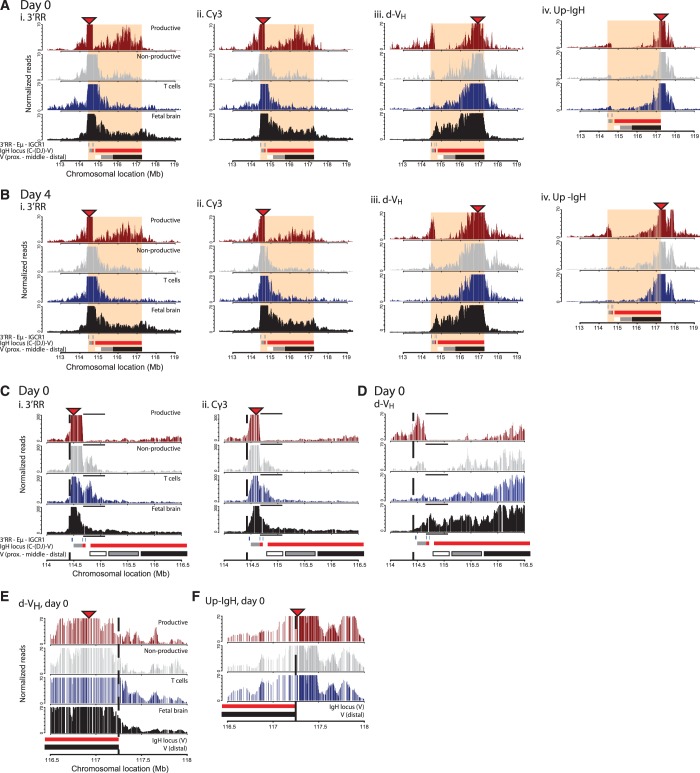
4C-seq profiles reveal allele-specific contacts in B cells and high-resolution definition of the topological domain spanning the *IgH* locus. (**A**) Contact profiles in resting B cells for the C57BL/6 allele across the *IgH* locus looking from four different 4C viewpoints depicted by red triangles, from left to right: *3′RR* (i), *Cγ3* (ii), *d-V_H_* (iii) and *Up-IgH* (iv). Per viewpoint the different tissues are plotted (*from top to bottom*): B cell productive allele (red) and non-productive allele (grey), T cell (blue) and fetal brain (black). A schematic representation showing the regulatory elements (blue), the C (grey) and V(red) regions of the IgH locus and the different regions within the V-region (proximal—middle—distal), as well as the chromosomal location in Megabase (Mb) is given at the bottom. The topological domain is depicted in shaded red. The Y-axis represents the normalized captured sequencing reads analyzed with a running median of 21 HindIII fragments, in arbitrary units. (**B**) Contact profiles in activated B cells. (**C**) Zoom of the 3′-border (*dotted line*) of the topological domain looking from the *d-V_H_* 4C viewpoint in resting splenic B cells. The black line above each track indicates the region where the productive allele in B cells has only few interactions compared with the other alleles. (**D**) Zooms of the 3′-border (*dotted line)* of the topological domain looking from the *3′RR* (i) and the *Cγ3* (ii) 4C viewpoints (*red triangles*). (**E**) Zoom of the 5′-border (*dotted line*) of the topological domain looking from the *d-V_H_* (i) and the (**F**) *Up-IgH* 4C viewpoints (*red triangles*) in resting splenic B cells.

### Recombination and chromatin looping in the *IgH* domain

Further inspection of 4C-seq profiles revealed additional tissue-specific and allele-specific structural features of the *IgH* locus. The most distinct conformation was adopted by the productive allele in B cells, whereby the 3′ viewpoints showed a complex landscape of frequent contacts across the middle and distant V regions (Figure 3A and B). Strong peaks in this landscape did not appear to cover specific locations, e.g. they did not coincide with the regulatory Pax5-binding PAIR elements (37). The *3′RR* and *Cγ3* viewpoints showed few interactions with the ∼0.3 Mb region containing the D segments, the IGCR1 element and proximal V_H_ genes (Figure 3A–C). Also, when looked from *d-V_H_*, extensive loss of 4C signals in resting and stimulated B cells was seen across a large region containing the proximal V_H_ genes (Figure 3A–3D). Signals were strongly reduced but not completely absent (see Supplementary Figure S6 for underlying raw 4C-seq data). When looked from the same distal viewpoint (Figure 3C), reduced signal across the proximal V region was also seen at the non-productive IgH allele. However, 3′RR and *Cγ3* show frequent interactions with non-rearranged sequences in this proximal ∼0.3 Mb region (Figure 3C). These findings would be in agreement with frequenct DJ_H_ configurations on the non-productive allele [present in ∼50% of B cells (38–41)], as well as frequent rearrangement to the proximal V_H_7183 family. The latter is conceivable, as it is known that V_H_7183-family genes are preferentially rearranged, but selected against cellularly because of their incompetence to form a pre-BCR (42,43). Interestingly, the *IgH* locus in T cells structurally best resembles the non-productive *IgH* allele in B cells, indicating proximity of the 3′RR and Eµ regions and the proximal V_H_ genes in T cells (Figure 3A–D). Collectively, these results validate that our approach truly analyzes the productive and non-productive allele separately, show that the locus forms a large topological domain in all cell types analyzed, and confirm that large-scale chromosomal rearrangements take place specifically at the productive allele.

### The *IgH* locus is in a similar chromatin compartment in B and T lymphocytes

Microscopy studies have suggested that the *IgH* locus switches between positions inside the cell nucleus, involving recruitment to nuclear periphery or PCH, in a cell-type and allele-specific manner (12,18). We reasoned that such different locations should result in different chromatin environments, which can be assessed based on the long-range intra- and interchromosomal contacts measured by 4C-seq.

Chromosome-wide contact profiles revealed preferred contacts with specific regions across chromosome 12 (the chromosome that contains *IgH*), both in resting and stimulated B lymphocytes (shown for *3′RR* in Figure 4A and B, respectively; for FVB profiles see Supplementary Figure S7). DNA-FISH was performed to validate these results (SupplementaryFigure S8). Correlation plots of the 4C results show that the productive and non-productive *IgH* alleles in B cells were engaged in similar intra-chromosomal contacts, as apparent from all viewpoints (Figure 4C and D; Supplementary Figures S9 and 10) and that many of these regions were also contacted in T cells. This is surprising, as the locus is thought to be differentially positioned in B and non-B cells (12). By contrast, in a non-lymphoid tissue, fetal brain, the *IgH* locus clearly made different contacts that even appeared mutually exclusive between brain and lymphocytes (Figure 4A). Not only intra-chromosomal, but also inter-chromosomal contacts corresponded between the productive and non-productive allele in B cells and those made by *IgH* in T cells, while the locus formed entirely distinct *trans*-contacts in fetal brain (Supplementary Figure S11).

**Figure 4.**
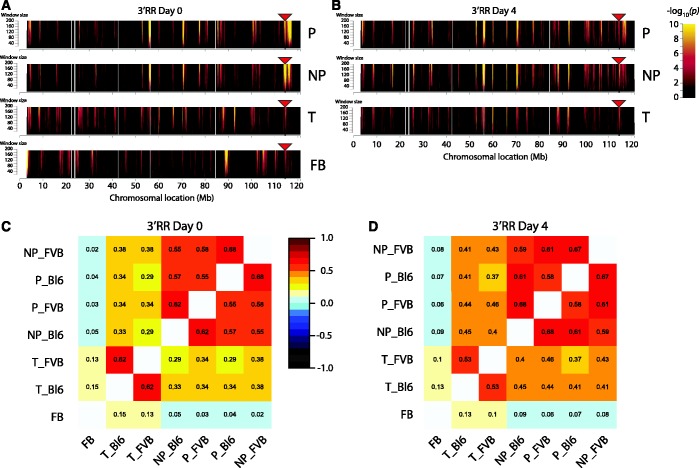
The *IgH* locus shows similar long-range contacts along chromosome 12 between the different alleles in lymphocytes. (**A**) Domainograms showing chromosome-wide interaction profiles looking from the *3′RR* 4C viewpoint (*red triangle*) on the *IgH* locus in resting B cells, from top to bottom: B cell productive (P), B cell non-productive (NP), T cell (T) and fetal brain allele (FB). Significance of the interactions is indicated by the range in colour used in the domainogram as depicted in the legend: black is low significance (*P* = 1) and yellow represents high significance (*P* = 10^-10^) of interaction. Window size of the running window analysis is depicted on the Y-axis. (**B**) Chromosome-wide interaction profiles looking from the *3′RR* 4C viewpoint (*red triangle*) in activated B cells. (**C**) Correlation plot of the interactions looking from the *3′RR* 4C viewpoint in resting B cells (window size 21). The numbers represent the Spearman rank correlation coefficient, colours range from linear anti-correlation (black) to linear correlation (dark red). Tissues and separate alleles are coded as follows: B cell non-productive (NP), B cell productive (P), T cell (T), fetal brain (FB), C57BL/6 allele (Bl6) and FVB allele (FVB). (**D**) Correlation plot of the interactions looking from the *3′RR* 4C viewpoint in activated B cells (window size 21).

Taken together, these data suggest that irrespective of its transcriptional or recombinational state, *IgH* is positioned in a similar chromatin compartment in splenic B and T lymphocytes, which is different from its chromatin environment in brain tissue.

### The 5′ and 3′ end of the *IgH* locus are in different chromatin environments

Reported 3D FISH analyses indicated that—when recruited to heterochromatin—the *IgH* locus was oriented in such a way that the distal V_H_J558 gene family was positioned closer to the γ-satellite cluster than the proximal V_H_7183 or Cγ1 genes (15). It is therefore conceivable that 5′ and 3′ ends of *IgH* show different chromosome-wide contact profiles. Correlation plots of the total interactions in *cis* between the four individual viewpoints indeed demonstrated that in B lymphocytes chromosomal contacts formed by the 3′ end of *IgH* (*3′RR* and C*γ3* viewpoints) were very different from those formed by its 5′ end (the *d-V_H_* viewpoint) (Figure 5A for activated B cells; Supplementary Figure S12 for resting B cells)*.* In these correlation analyses, the productive and non-productive *IgH* allele did not differ. Intriguingly, contacts made by the region just upstream of *IgH* resembled those of the 3′ viewpoints more than those made by its linearly close neighbor viewpoint *d-V_H_* (Figure 5A). By contrast, in both T cells and brain cells, chromosomal contacts formed across the entire *IgH* locus were quite similar, with no exceptional profile seen for the distal V region (Figure 5B and C).

**Figure 5.**
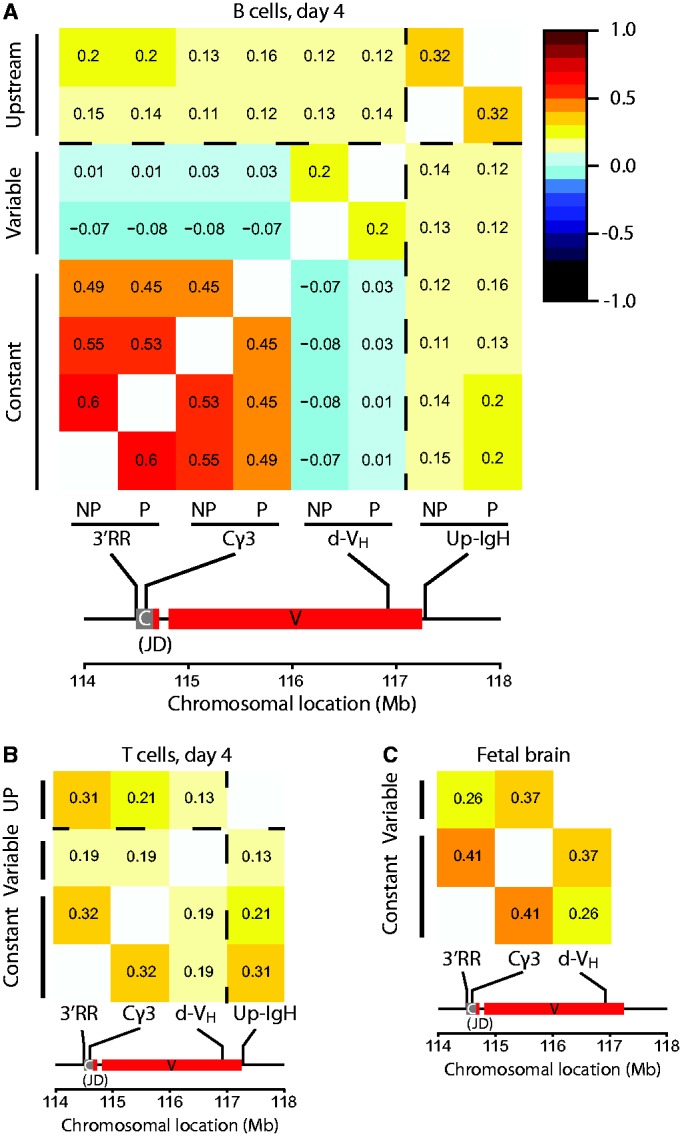
Genome-wide contacts are not uniform across different regions of the *IgH* locus in B cells. (**A**) Correlation plot of the interactions of C57BL/6 viewpoints in *cis*, in activated B cells. The X-axis shows the productive (P) and the non-productive (NP) C57Bl/6 alleles looking from the four 4C viewpoints. The *IgH* locus with the position of the 4C viewpoints is drawn to scale below the X-axis. The numbers represent the Spearman rank correlation coefficients, colours range from linear anti-correlation (black) to linear correlation (dark red). The dotted line represents the topological border that is present between the *d-V_H_* and the *Up-IgH* 4C viewpoints. Correlation values are given between 1 and −1. A correlation of 1 means perfect correlation, a correlation of 0 means uncorrelated, and a correlation of −1 means perfect anti-correlation. (**B**) Correlation plot of the interactions of C57BL/6 viewpoints in *cis* in resting T cells. (**C**) Correlation plot of the interactions made in fetal brain cells.

Thus, specifically in B cells the *IgH* locus shows remarkable flexibility with the distal V_H_ regions of both *IgH* alleles being in a chromatin environment that is significantly different from either the 3′end of *IgH* or the upstream *IgH* flanking region.

### The distal V_H_ region of both *IgH* alleles is positioned away from active chromatin in B cells

To further characterize the *IgH* chromatin environments, we analyzed the transcriptional activity of regions contacted by *IgH*. We first analyzed the transcriptomes of our resting and stimulated splenic B and T cells in more depth. 

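The steroid enzyme gene Akr1c18 was among the genes with the largest positive differences between the arrays labelled activated and resting B cells, and Jchain, the joining chain gene of antibodies, among those with the largest negative ones. Akr1c18 was at 10.94 ± 0.47 (SD, n = 3) log2 in the arrays labelled activated B and 3.73 ± 0.20 in those labelled resting B, a log2 fold change of 7.21 (standard error 0.17, adjusted p = 8.8e-14 from limma). Others were the cytokine gene Il24 (6.62), Gzmb (5.94), the steroid enzyme gene Cyp11a1 (5.78) and Tnfrsf8, which encodes CD30 (5.04). Jchain had a log2 fold change of -6.67 (standard error 0.30, adjusted p = 2.9e-11 from limma). The class II gene H2-Aa (-5.25), the iron exporter gene Slc40a1 (-5.07) and the macrophage gene Mpeg1 (-4.84) were also among the genes with the largest negative values. Where the lower level lies under the background of 5.21 log2, as for Akr1c18, Jchain (4.30 log2 in the arrays labelled activated B), Il7r and others here, the log2 fold change is a lower bound of the difference and the order of such genes is uncertain.

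Between the arrays labelled activated and resting T cells, the complement receptor gene Cr2, found on follicular and marginal zone B cells, was at 12.05 ± 0.07 (SD, n = 3) log2 in the former and 6.52 ± 0.22 in the latter, a log2 fold change of 5.54 (standard error 0.33, adjusted p = 9.7e-10 from limma). S1pr1, a receptor for exit from lymphoid organs, and Fcrl1, a B cell surface receptor, were also higher (4.45 and 3.82). The cytokine signalling inhibitor Socs2 (-6.46), Nfil3 (-5.29), the mitotic kinase gene Bub1 (-4.91) and the chemokine gene Ccl22 (-4.74) were lower. Between the labelled cell types at rest, Il7r, the IL-7 receptor of naive T cells, was at 11.07 ± 0.23 log2 in the arrays labelled resting B and 4.72 ± 0.19 in those labelled resting T (log2 fold change 6.35), and the T cell genes Cd3g, Themis and Cd8a differed by 6.33, 5.55 and 5.23. Lower in the arrays labelled resting B were Il5ra (-5.62), Ccl22 (-4.92), Fcer2a (-4.89) and Socs2 (-4.89). Between the labelled activated groups, Akr1c18 (7.27), Gzmb (7.23), Il2ra (7.13) and the T cell transcription factor Gata3 (5.26) were higher in the arrays labelled B. Cr2 (-7.83), Ms4a1, which encodes CD20 (-7.49), Cd79a (-7.13) and the B cell adaptor Bank1 (-7.11) were lower there.

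In all, 3935 of 19937 genes were higher and 3337 lower in the arrays labelled activated B than in those labelled resting B at an adjusted p under 0.05 from limma, and 1818 of them differed at least 2-fold. Between the arrays labelled activated and resting T, 3177 genes were higher and 3545 lower, 1576 of them at least 2-fold. The arrays labelled resting B and resting T differed in 6991 genes (3207 higher and 3784 lower in B), and those labelled activated B and activated T in 8120 (4348 higher and 3772 lower in B). The labelled activation differed between the labelled cell types in 8518 genes by the interaction test. Groups did not overlap in 46.6%, 42.3%, 42.6% and 51.1% of genes in these 4 comparisons of 2 groups, where chance gives 10%. With each array centred on its median, the share of higher genes among those called moved from 54.1% to 66.6% in the labelled B cells, from 47.3% to 33.9% in the labelled T cells, from 45.9% to 36.5% between the labelled resting groups, from 53.5% to 68.5% between the labelled activated groups and from 51.2% to 67.6% in the interaction. With every probe set on its own these shares were 49.3%, 53.5%, 49.8%, 47.4% and 44.9%, so that the larger side of each count, except between the labelled resting groups, was the other one. All these directions follow the labels, against which the lineage genes run.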

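The 12 arrays formed 4 clusters that held the 3 arrays of 1 labelled group each, and the labelled groups then joined across both cell type and state. In the clustering over all genes (average linkage on 1 minus the Pearson correlation), the arrays labelled resting B joined those labelled activated T, and the arrays labelled activated B joined those labelled resting T. The mean correlation was 0.962 for the first pair of groups and 0.951 for the second, against 0.939 between the arrays labelled resting and activated B and 0.946 between those labelled resting and activated T. Of the sum of squares between arrays, 33.1% went with the labelled cell type, 9.18% with the labelled activation, 48.2% with their interaction and 9.48% with the spread within groups. The interaction sets the arrays labelled activated B and resting T against those labelled resting B and activated T.

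**Figure D2:**
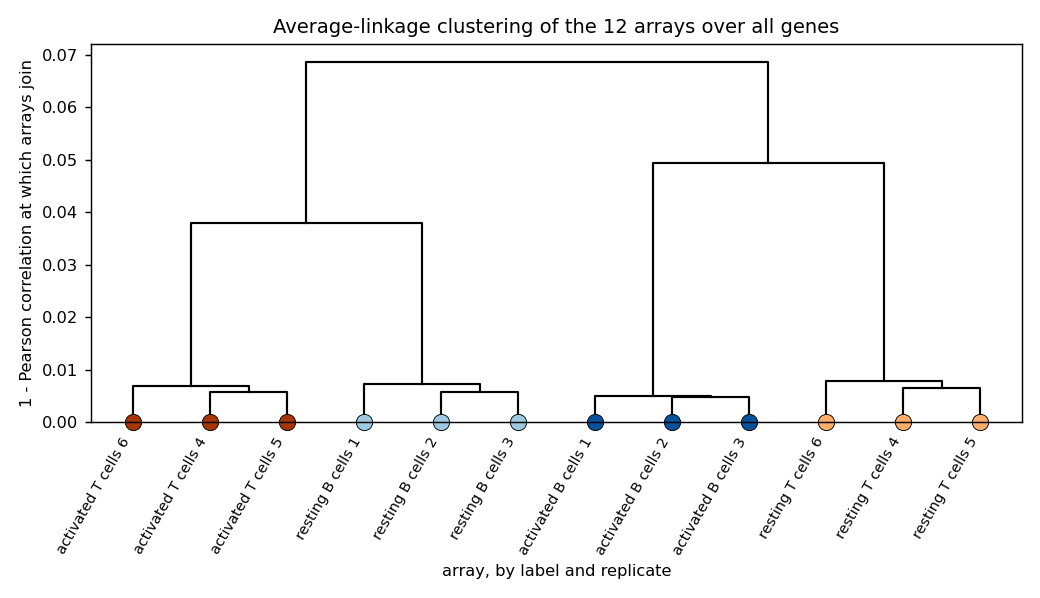
Dendrogram of the 12 arrays by average linkage, with 1 minus the Pearson correlation over all 19937 genes on the y axis and the arrays by label and replicate number on the x axis, coloured by labelled group. The arrays labelled resting B and activated T join first, as do those labelled activated B and resting T.

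T cell genes were high in the arrays labelled B cells and B cell genes in those labelled T cells. All 23 measured T cell genes were higher in the arrays labelled resting B than in those labelled resting T, with a median log2 difference of 4.41 (adjusted p = 4.1e-28 from camera, and adjusted p = 0.0254 with an estimated correlation). Cd3e differed by 4.67, the coreceptor gene Cd4 by 4.49 and Cd3d by 5.19. Between the arrays labelled activated, 22 of the 23 T cell genes were higher in those labelled B and 1, the kinase gene Txk, was lower (named after its values were seen, a call lost under 5 other settings with adjusted p up to 0.111), with a median of 3.47 (adjusted p = 1e-17 from camera, and adjusted p = 0.093 with an estimated correlation). The call of Txk was also lost in some fits with an array left out, with adjusted p up to 0.246 from limma. Of 23 measured B cell genes, 17 were lower and 1, Cr2, was higher (named after its values were seen, and at adjusted p = 0.0509 with an intensity trend and robust settings) in the arrays labelled resting B than in those labelled resting T, with a median of -2.12 (adjusted p = 2.1e-09 from camera, and adjusted p = 0.204 with an estimated correlation). All 23 were lower in the arrays labelled activated B than in those labelled activated T, with a median of -5.32 (adjusted p = 1.1e-24 from camera, and adjusted p = 0.093 with an estimated correlation). Pax5, the transcription factor of B cell identity, was at 7.38 ± 0.44 (SD, n = 3) log2 in the arrays labelled resting B, 5.41 ± 0.20 in those labelled activated B, 9.87 ± 0.23 in those labelled resting T and 10.96 ± 0.10 in those labelled activated T. Counts adjusted over the list alone were the same in these 4 comparisons. All 8 measured genes of MHC class II presentation were lower in the arrays labelled activated B than in those labelled activated T, with Cd74, the invariant chain, at 5.90 ± 0.50 against 12.54 ± 0.05 log2 (adjusted p = 1.6e-10 from camera for the list, and adjusted p = 0.093 with an estimated correlation). In this comparison 7 of 8 dendritic cell markers (1 higher) and 11 of 18 myeloid markers (1 higher) were lower too. Both lists had adjusted p = 0.00407 from camera, and adjusted p = 0.142 and 0.178 with an estimated correlation. The immunoglobulin constant region genes Ighm, Igha and Ighg3 were also lower there, with a median of -3.11 (adjusted p = 0.00033 from camera, and adjusted p = 0.093 with an estimated correlation), and can share probe sequence.

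The arrays labelled resting B held B cell genes at levels between those of the other groups, and markers of further blood cells differed between the labelled states in both labelled cell types. Over the B cell genes, the median array value was 7.25 ± 0.58 (SD, n = 3) log2 there and 5.13 ± 0.23 in the arrays labelled activated B, where 11 of the 23 genes lay at or below the background. All 23 were lower in the latter, with a median of -2.03 (adjusted p = 4e-15 from camera, and adjusted p = 0.153 with an estimated correlation). Lower there too were 7 of 10 natural killer cell markers, with Ncr1 at 3.97 against 7.96 log2, and 1, Gzma, which T cells also use, was higher (adjusted p = 0.00145 from camera for the list, and adjusted p = 0.437 with an estimated correlation). Of 18 myeloid markers, 13 were lower (15 when adjusted over the list alone), among them the lysozyme gene Lyz2 (-3.91), and 1, Ly6g, was higher (adjusted p = 3e-05 from camera, and adjusted p = 0.0598 with an estimated correlation). Lower as well were 7 of 8 dendritic cell markers (the other, Batf3, was higher) and 7 of 7 platelet markers (adjusted p = 0.00107 and 0.00019 from camera, and adjusted p = 0.0891 and 0.0598 with an estimated correlation). Of 8 erythroid markers 1, the carbonic anhydrase gene Car1, was lower (-4.67), and of 10 stromal and endothelial markers 1, Sparc, was lower (none when adjusted over the list alone, and adjusted p = 0.0526 with median centring), and both lists missed the threshold in camera (adjusted p = 0.121 and 0.268). Gzma, Batf3 and Sparc were named after their values were seen. In the arrays labelled activated T, 9 myeloid markers were higher than in those labelled resting T and none lower (11 and 1 when adjusted over the list alone), 5 dendritic cell markers were higher and 2 lower, and 3 platelet markers were higher and none lower. These 3 lists had adjusted p = 0.0112, 0.0394 and 0.0156 from camera, and adjusted p = 0.225, 0.242 and 0.2 with an estimated correlation. Natural killer cell markers (5 higher and 2 lower), erythroid markers (2 higher and none lower) and stromal and endothelial markers (none higher and 2 lower) missed the threshold there, with adjusted p = 0.172, 0.138 and 0.81 from camera. The median array values of the dendritic cell and platelet markers were 6.12 ± 0.11 and 5.88 ± 0.02 (SD, n = 3) log2 in the arrays labelled activated T. They were 6.11 ± 0.16 and 5.94 ± 0.08 in those labelled resting B. Against the arrays labelled resting T, 9 of 10 natural killer cell markers were higher in those labelled resting B (0 lower). So were 12 of 18 myeloid markers (1 lower, and 14 and 1 when adjusted over the list alone) and 6 of 7 platelet markers (0 lower). These lists had adjusted p = 5.5e-07, 1.1e-04 and 5.4e-04 from camera, and adjusted p = 0.167, 0.0787 and 0.0599 with an estimated correlation.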

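Genes of DNA replication and mitosis were higher in the arrays labelled activated B than in those labelled resting B, and lower in the arrays labelled activated T than in those labelled resting T. In the labelled B cells, 30 of 30 measured genes of DNA replication and G1/S were higher, with a median log2 fold change of 2.37 (adjusted p = 4.1e-31 from camera, and adjusted p = 0.0325 with an estimated correlation), as were 34 of 34 genes of mitosis and G2/M, with a median of 3.56 (adjusted p = 1.2e-38 and, with an estimated correlation, adjusted p = 0.0325). The replicative helicase gene Mcm2 was at 10.01 ± 0.08 (SD, n = 3) against 7.95 ± 0.12 log2, Ccne1, which encodes cyclin E1, at 9.12 ± 0.02 against 6.74 ± 0.10, and the mitotic kinase gene Cdk1 at 9.81 ± 0.03 against 5.96 ± 0.34. In the labelled T cells, 29 of the 30 replication genes and 34 of the 34 mitosis genes were lower in the arrays labelled activated (the other, Cdt1, was named after its values were seen), with medians of -2.15 and -3.03 (adjusted p = 8.9e-30 and 1.7e-38 from camera, and adjusted p = 0.0195 for both with an estimated correlation). Mcm2, Ccne1 and Cdk1 had log2 fold changes of -1.88, -1.46 and -3.25 there. Adjusted over the list alone, the counts were the same.

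Genes of growth moved with the cell cycle genes and genes of quiescence moved against them. Of 14 glycolysis genes, 13 were higher in the arrays labelled activated B than in those labelled resting B (median 1.78, adjusted p = 1.6e-14 from camera, and adjusted p = 0.0325 with an estimated correlation) and 14 were lower in the arrays labelled activated T than in those labelled resting T (median -2.13, adjusted p = 2.6e-18 from camera, and adjusted p = 0.0152 with an estimated correlation). All 16 genes of cholesterol synthesis were higher in the former comparison and lower in the latter (medians 1.93 and -2.15, adjusted p = 9.8e-15 and 1.8e-17 from camera, and adjusted p = 0.0598 and 0.0307 with an estimated correlation). Of 22 genes of ribosome biogenesis, 21 were higher (22 when adjusted over the list alone) and 22 lower, respectively (medians 0.78 and -0.65, adjusted p = 1.1e-10 and 3e-11 from camera, and adjusted p = 0.18 and 0.209 with an estimated correlation). Of 18 genes of quiescent and naive lymphocytes, 15 were lower and 3 (Rbl2, Satb1 and Ccng2, named after their values were seen) higher in the arrays labelled activated B, and none was lower and 16 higher in those labelled activated T (medians -1.18 and 1.03, adjusted p = 3.7e-09 and 1e-11 from camera, and adjusted p = 0.0598 and 0.0307 with an estimated correlation). Klf2, a transcription factor of naive lymphocytes, had log2 fold changes of -2.75 and 1.54, and S1pr1 of -2.98 and 4.45. Immediate early and handling stress genes ran with quiescence, as 10 of 15 were lower and 2 (Atf3 and Ier3) higher in the arrays labelled activated B, and 12 of 15 were higher and 3 (Atf3, Ier3 and Egr2) lower in those labelled activated T (adjusted p = 5.4e-05 and 1e-05 from camera, and adjusted p = 0.207 and 0.216 with an estimated correlation). Of 9 reference genes, 3 were higher and none lower in the former comparison and 1 was higher and 4 lower in the latter (medians 0.08 and -0.15, adjusted p = 0.121 and 0.153 from camera). Atf3, Ier3 and Egr2 were named after their values were seen. The median array value of myeloid markers was also higher in the arrays labelled resting B and activated T (5.97 ± 0.06 and 5.58 ± 0.16 log2, SD, n = 3) than in those labelled activated B and resting T (4.82 ± 0.06 and 5.08 ± 0.14). These are directions between labelled groups, which the lineage genes go against.

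**Figure D3:**
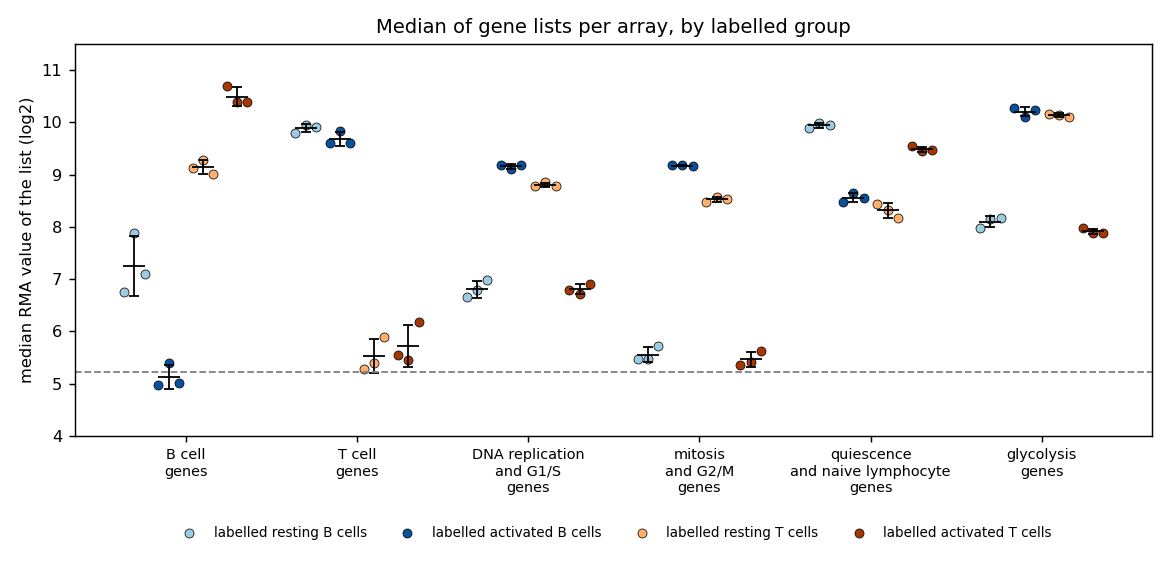
Median RMA value (log2, y axis) of 6 gene lists (x axis), with the 3 arrays of each labelled group as points, their mean and SD as marks and bars, and the background level of 5.21 log2 as a dashed line. The mitosis genes lie at 9.17 and 8.53 log2 on average in the arrays labelled activated B and resting T, and at 5.55 and 5.46 in those labelled resting B and activated T.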

Hierarchical clustering confirmed the specific expression of B and T cell genes in the corresponding cell types and showed the upregulation of cell-cycle genes after stimulation (Supplementary Figure S13 and Supplementary Tables S3–11). We compared 4C-seq data with matched transcriptome data to analyze the transcriptional activity in contacted regions. In resting and stimulated splenic B cells, intra- and interchromosomal regions contacted by the 3′ part of *IgH* showed relatively high transcriptional activity, when compared with non-contacted parts of the genome (Figure 6A). Surprisingly, this was true not only for the productive, but also for the non-productive *IgH* allele in B cells, and even for the inactive *IgH* locus in T cells (Figure 6A and B). By contrast, regions contacted by *IgH* in brain were relatively inactive, when compared with the remainder of the genome (Figure 6C). Thus, these data show that the 3′ part of the *IgH* locus switches from an inactive chromatin environment in brain cells to an active compartment in B and T lymphocytes, where it resides irrespective of its recombination and transcriptional status.

**Figure 6.**
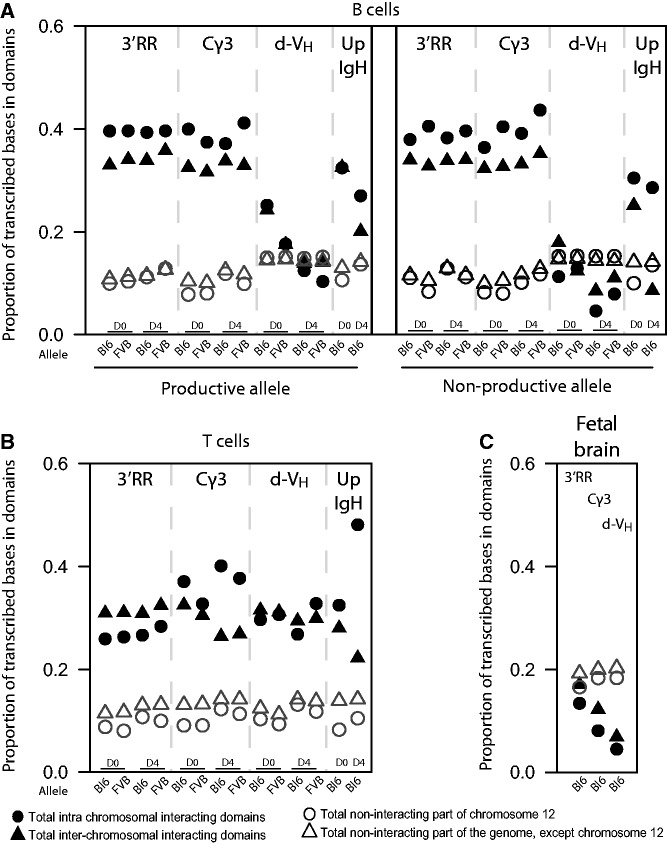
Genome-wide contacts of C_H_ and V_H_ regions in B cells show differences in transcriptional activity. (**A**) Quantification of the transcriptional activity of the interacting domains in *cis* (*filled circles*) and trans (*filled triangles*) contacted by four 4C viewpoints (*indicated at the top*) from the productive allele and non-productive allele in resting and activated B cells. Viewpoints are separated by a dotted line, from left to right: *3′RR*, *Cγ3*, *d-V_H_* and *Up-IgH*. Values for resting cells (D0) and activated cells (D4) are shown per viewpoint. Open circles and open triangles represent the transcriptional activity of the non-interacting regions in *cis* and trans, respectively. The proportion of transcribed bases in the interacting domains is depicted on the Y-axis. (**B**) Quantification of the transcriptional activity of the interacting domains in resting and activated T cells for the four different viewpoints. (**C**) Quantification of the transcriptional activity of the interacting domains in fetal brain for three different viewpoints.

Flexibility of the *IgH* locus became further apparent when we analyzed the chromosomal contacts formed by the *d-V_H_* and *Up-IgH* viewpoints. In resting and stimulated T cells, as well as in brain cells, chromosomal contacts were similar in transcriptional activity no matter whether they were assessed from the 3′ or the 5′ side of the locus (Figure 6B and C). These findings indicate that the entire *IgH* locus positions itself as a single entity in an inactive environment in brain cells and in an active compartment in T cells. Surprisingly, this was not the case in B cells: *d-V_H_* did not necessarily contact active chromatin, as it did in T cells, but located to a more ‘neutral’ chromatin environment with chromosomal regions that were not different in transcriptional output from the remainder of the genome. Strikingly, this was only seen for *d-V_H_*, as the *Up-IgH* viewpoint again contacted active chromosomal regions. This specific positioning was observed both for the productive and the non-productive *IgH* locus, and both in resting and stimulated B cells.

Thus, in mature B cells, the two ends of both *IgH* loci position themselves in different chromatin environments, with the distal V_H_ region being positioned away from active chromosomal parts.

## DISCUSSION

The specificity of B cell responses during infection relies on extensive antibody diversity whereby each mature B cells bears a single unique type of B cell receptor. Monospecificity of B lymphocytes is ensured by allelic exclusion during V(D)J recombination events in B cell development, which results in the generation of mature B cells with one productively and one non-productively rearranged *IgH* allele. Different mechanisms are thought to regulate mono-allelic *IgH* expression in mature B cells. In particular, mono-allelic recruitment to PCH was proposed to contribute to the maintenance of silencing of the non-productive *IgH* allele (15,18). On the other hand, it was reported that in proliferating splenic B cells more than half of the *IgH* alleles are located at the nuclear periphery, whereby a ∼1 Mb distal V_H_ region regularly colocalizes with the nuclear lamina (44). In 3D-FISH studies, the *IgH* locus was found to be peripheral also in non-B cells, whereby in EL-4 T cells both *IgH* alleles were associated with the nuclear lamina but not with PCH (12,44). The proposed model of mono-allelic recruitment to PCH in mature B cells (15,18) was further challenged by the observation that both productive and nonproductive *IgH* alleles are transcribed in activated splenic B cells (19,30).

Whereas FISH enables the analysis of locus positioning at the single-cell level, it is limited in throughput and provides relatively low-resolution spatial information. In our study, we used an allele-specific 4C-seq strategy, based on IgM^a^/IgM^b^ allotypes and the C57BL/6- or FVB-specific SNPs they contain. Using this strategy, we analyzed in great detail the genome-wide contacts made by the functionally different *IgH* alleles in splenic B cells, as well as in T cells and non-lymphoid cells. In contrast with published microscopy observations (15,18), we found that (i) the two physically different *IgH* alleles in splenic B cells occupy the same chromatin compartments; (ii) the overall chromatin environment of *IgH* is very similar in B and T cells; (iii) in mature B cells but not in T cells the distal V_H_ regions of both *IgH* alleles position themselves away from active chromatin; and (iv) that these features of the *IgH* locus do not differ between resting and activated lymphocytes.

We confirmed our 4C-seq-based results by microscopy measurements, which did not uncover pronounced differences in PCH proximity between productive and non-productive *IgH* alleles in cycling splenic B cells. Remarkably, our 4C-seq analyses (Figure 6B) also demonstrated that in peripheral resting and activated T cells, both *IgH* alleles are localized to an active compartment. The identified localization in T cells of *IgH* (which is not transcribed in T cells) to active chromatin would be in line with our earlier finding that transcription per se is not necessary to maintain a gene in an active chromatin environment (45), but would be in disagreement with its reported localization near the nuclear lamina. Although the lamina has traditionally been associated with gene silencing (12,44), this region of the nucleus does not exclusively harbor silent genes (46–48).

The finding that productive and non-productive *IgH* alleles occupy similar chromatin environments in resting and cycling splenic B cells adds to the list of similarities between the two: both *IgH* alleles are transcribed in activated splenic B cells, carry similar active chromatin marks, display equivalent RNA polymerase II loading after B cell stimulation (although mRNA of non-productively rearranged alleles is rapidly degraded by non-sense-mediated RNA decay) (19,30) and manifest comparable frequencies of transcription rate-dependent somatic hypermutation in germinal center B cells (49). We conclude that maintenance of allelic exclusion is therefore controlled independent of nuclear location.

It is conceivable that frequent interactions of numerous upstream V_H_ promoters with E_µ_ may interfere with accurate and efficient transcription of the functionally rearranged V_H_ gene that is required in mature B cells and especially in plasma cells in which *IgH* is highly expressed. The observed recruitment of distal V_H_ regions present on both productive and non-productive *IgH* alleles to a less active chromatin environment (Figure 6A) may thus help to silence upstream V_H_ promoters and restrict enhancer activity to the productively rearranged V_H_ promoter element. Accordingly, non-recombined upstream V_H_ segments are thought to be inaccessible, as sense/antisense transcription of these V_H_ segments ceases when *IgH* allelic exclusion is established and is no longer detectable in mature B cells (50).

In summary, using an allele-specific 4C-seq strategy, we analyzed genome-wide contacts made by the productively and non-productively rearranged *IgH* alleles in splenic B cells and the essentially unrearranged *IgH* locus in T cells. Different from published microscopy observations, we find that the overall chromatin environment of these three *IgH* types is similar, except that distal V_H_ regions are in an active chromatin environment in T cells and in a less active chromatin environment in B cells. While it shows that maintenance of allelic exclusion in mature B cells does not depend on nulear positioning, these data do not necessarily suggest that we need to reconsider the importance of nuclear IgH positioning for allelic exclusion during rearrangement in early B cell development. Future allele-specific analyses in pro-B and pre-B cells should reveal the dynamics of chromatin environment during V(D)J recombination events at different stages of B cell development in the bone marrow. 

## AVAILABILITY

Illumina sequencing and micro array expression data have been submitted to the GEO database under accession number: GSE47129.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online: Supplementary Tables 1–13, Supplementary Figures 1–13, Supplementary Methods, and Supplementary References [51–58].

## FUNDING

Funding for open access charge: Dutch Scientific Organization (NWO) [935170621] and a European Research Council Starting Grant [209700, ‘4C’ to W.dL.].

*Conflict of interest statement.* None declared.

## Supplementary Material

Supplementary Data

# Supplementary material for: Allelic exclusion of the immunoglobulin heavy chain locus is independent of its nuclear localization in mature B cells
**Source:** Nucleic Acids Res. 2013 Jun 7;41(14):6905–16. doi: 10.1093/nar/gkt491
**Supplement:** Supplementary Data

Allelic exclusion of the immunoglobulin heavy chain locus is independent of its nuclear localization in mature B cells — Allelic exclusion of the immunoglobulin heavy chain locus is independent of its nuclear localization in mature B cells — Supplementary Data 

# Allelic exclusion of the immunoglobulin heavy chain locus is independent of its nuclear localization in mature B cells

## Supplementary Data

files

**Files in this Data Supplement:**

- Supplementary Data - pdf file

How the deposited data were processed for this re-analysis (not part of the article)

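Gene expression was measured on 12 Affymetrix mouse gene arrays, 3 for each of the groups that the labels call resting B cells, activated B cells, resting T cells and activated T cells. The B cells were CD43-negative and the T cells B220-negative cells of the spleen of C57BL/6 × FVB F1 mice, taken on day 0 or after 4 days of activation. Conditions and replicate numbers were taken from the labels and the paper alone. The chromosome conformation capture and microscopy experiments of the paper were not analysed here.

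The authors deposited log2 values, 1 per probe set and array, which the submitters' processing notes credit to RMA. The version of RMA and any further filter are not given in the sources used here. The medians of the arrays lay between 5.50 and 5.68 log2 and their 75th percentiles between 7.28 and 7.36. Since RMA brings the probe values of all arrays to 1 distribution, a shift of most genes in 1 direction cannot be seen on these values. Arrays hold no read depth, and low values are compressed towards the background, so that a fold change between a high and a low level is understated. The background was described by 1027 olfactory receptor genes, with a median of 3.41 and a 95th percentile of 5.21 log2, and 7767 of the tested genes had a mean at or below the latter.

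Of 34760 probe sets, 21640 were paired with 1 gene symbol, 1321 with several and 11799 with no gene named here. No gene was named from a probe set with several symbols. The gene identifiers of 21553 of the probe sets with 1 symbol were found in the gene table used to bring symbols up to date, which changed 0 symbols. For 954 genes with more than 1 probe set the one with the highest mean over all arrays was taken, which gave 19937 genes. No genome coordinates were used. Some genes that the paper or the lists name are not analysed here.

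The log2 values were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with a mean for each of the 4 labelled groups and 1 common variance per gene, which left 8 residual degrees of freedom and a prior of 7.8. There were 5 comparisons, which are activated against resting in the labelled B cells, the same in the labelled T cells, B against T at rest, B against T after activation, and the difference between the first and the second of these (the interaction). P-values were adjusted by the method of Benjamini and Hochberg over all genes, and genes with an adjusted p under 0.05 were called, with a second count for those with a change of at least 2-fold. Gene lists were written before the data were examined and tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison. Tests with camera's estimated correlation and with fry were alternatives. Clustering used average linkage on 1 minus the Pearson correlation over all genes. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

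The steps were tested on simulated data with known changes. For the comparison of activated with resting B cells over 19937 genes, 60% of 50 genes changed by 0.5 log2, 98% of 100 genes changed by 1 log2 and 100% of 50 genes changed by 2 log2 were called, and 12 of the 190 calls were false.

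The text names, for each comparison, the 10 genes with the largest positive and the 10 with the largest negative log2 fold change among those called and without overlap between the arrays of the groups (for the interaction, among those called), every measured gene the paper names, and of each list the first 4 members and the 3 with the largest change. Not every such gene is printed. A few members of lists that ran against the others of their list, such as Gzma and Cdt1, are named outside this rule, after their values were seen. Txk and Cr2 fall under the rule in other comparisons, and were named outside it where they ran against their list.

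Replicate numbers 1 to 3 are shared by the labelled B groups and 4 to 6 by the labelled T groups. Over 12170 genes above the background, the deviations of same-numbered arrays from their group means correlated with r = -0.06, 0.06 and 0.25 in the labelled B cells and 0.22, 0.16 and 0.23 in the labelled T cells. Without 4 sex-linked genes the values were -0.12, -0.02 and -0.00 and 0.02, 0.09 and 0.19. By sex-linked genes, same-numbered arrays had like values in both labelled cell types. Over all genes the numbers paired the arrays of the labelled T cells only, and less so without the sex-linked genes. The fit without the number as a block is reported, and the fit with it was an alternative.

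The alternatives set before the data were examined were centring of each array on its median or 75th percentile, quantile normalization, 2 filters on dim genes, the mean of all probe sets of a gene, every probe set on its own, only the arrays of the groups compared, an intensity trend with robust settings, array weights, the replicate number as a block, and leaving out each array in turn. No array was a copy of another, since at most 0.08% of genes had exactly equal values on 2 arrays, with no tolerance and at all deposited decimals, so that merging of duplicates did not apply.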

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

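The tests of the exchanged labels, of mixed cells and of the splits of the arrays were written after the values they concern had been seen, and the interaction test was set before.

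By the interaction test of limma, the labelled activation had different effects in the labelled B and T cells, which is what flagged the results of this part. The test sets the arrays labelled activated B and resting T against those labelled resting B and activated T. Mitosis genes were at 9.17 and 8.53 log2 in the former, and at 5.55 and 5.46 in the latter. If the states of the labelled T arrays were exchanged, the test would add up changes of like direction. It cannot tell that from opposite changes in the labelled cell types. The log2 change in the labelled B cells minus that in the labelled T cells had a median of 2.25 over the activation genes that the paper names, 4.64 over DNA replication and G1/S genes, 6.65 over mitosis and G2/M genes, 3.69 over target genes of IL-4 and STAT6, 3.76 over glycolysis genes and 4.04 over cholesterol synthesis genes. Among the activation genes it was 2.91 for Il5ra, 1.95 for Cd44, 2.25 for Fas, 2.23 for Myc and 2.97 for Ccnd2, with a highest adjusted p of 6.9e-09. Among the largest positive differences were 9.95 for Bub1, 9.85 for Nfil3, 9.84 for Gzmb, 9.54 for Socs2, 9.18 for Pros1, 8.62 for Ncapg, 8.50 for Tpx2, 8.47 for Nuf2 and 8.45 for Top2a. Among the largest negative ones were -9.59 for Slc40a1, -9.14 for Cr2, -7.68 for Rgs2, -7.53 for Hspa1a, -7.43 for S1pr1, -6.93 for Cd36 and -6.74 for Fos. In 100 splits of the arrays within each state, the real one included, only the real split (1 of 100) gave as many genes as the 8518 called. The highest other split gave 4389. The other splits mix arrays labelled B and T, whose mean correlation was 0.933 at rest and 0.907 after activation, against 0.993 among the arrays labelled resting B. That widens the spread within the split groups. The splits therefore cannot tell an interaction from any difference between the labelled cell types, and no grouping across states was run.

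Lineage genes ran against the labels of all 4 groups, and cell cycle genes against the labelled states of the T cells. T cells mixed into B cell samples are argued against for the arrays labelled activated B alone, by their B cell genes. The median of these genes lay -5.32 log2 from the arrays labelled activated T (-5.60 to -5.25 with an array left out). Of the 23 genes, 11 lay at or below the background. For the arrays labelled resting B such mixing stays open. Their B cell genes lay a median of -2.12 log2 from those labelled resting T (-2.46 to -1.74 with an array left out). There 0 of 23 genes lay at or below the background. For a change of lineage genes with stimulation, the groups labelled as taken before it were compared. T cell genes were higher in the arrays labelled resting B than in those labelled resting T, by a median of 4.41 log2. With an array left out the median was 4.26 to 4.49. This cannot decide the question, since the resting labels are themselves in doubt. Mitosis genes were at 8.53 log2 in the arrays labelled resting T and 5.46 in those labelled activated T. T cell genes were high in both groups labelled B (9.9 and 9.7 log2) and low in both labelled T (5.5 and 5.7). An exchange of the group labels stays open as a hypothesis. The activation genes that the paper names for stimulated B cells had a median of -2.82 log2 between the arrays labelled activated and resting T. That value was seen beforehand on genes that the study chose on these samples, which is no independent evidence for an exchange. Lists written before the data were examined also go with one. B cell and mitosis genes were both high in the arrays labelled resting T (9.14 and 8.53 log2). T cell and mitosis genes were both high in those labelled activated B (9.68 and 9.17). Those labelled activated T held high B cell genes (10.49) and low mitosis genes (5.46). Those labelled resting B held high T cell genes (9.89) and low mitosis genes (5.55), with B cell genes between (7.25). The values alone do not show where such an exchange arose. The paper states that clustering of its expression data placed B and T cell genes in the matching cell types (Supplementary Figure S13). The arrays as labelled do not show that. The paper's sorting by surface markers and its RNA-FISH concern the cells and not the arrays.

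B cell genes lay at an intermediate level in the arrays labelled resting B. The median log2 difference of the B cell genes between the arrays labelled activated and resting B was -1.92 or below under 3 other scalings. It thus did not depend on the choice among these. They cannot decide whether the normalization of the arrays plays a part, since they could move the values little. The array medians lay between 5.50 and 5.68 log2, on values that RMA had already brought to 1 distribution. B cells as a minority of a mixed sample are a candidate explanation, and replicate 2 had the highest value of these 3 arrays for 22 of 23 genes. On the linear scale, the level in the arrays labelled activated B was first subtracted, which takes those arrays as holding no B cells. The genes then lay at a median of 8.28% of their level in the arrays labelled activated T, less the same amount (quartiles 6.66% and 9.74%). The medians were 5.03%, 12.5% and 6.30% in replicates 1 to 3. The paper's selection of B cells removes CD43-positive and other cells, and the labels name a selection against B220, a B cell antigen, only for the T cells. Low expression of each gene in the main cell type cannot be told apart from it on RNA of whole populations, although the ratio of the quartiles was 1.46.

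For the other counts, 3 arrays against 3 make 10 splits, which are too few for a share under 0.05. With the groups compared fitted alone, the real split (1 of 10 each time) gave 7314 genes for the labelled B cells, 6282 for the labelled T cells, 6470 for B against T at rest and 8329 after activation, and the highest other split gave 0, 0, 4 and 3.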

How the results depend on the processing

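None of the alternatives run on them turned the sign of a named gene or of a list median past the threshold. Some list medians near 0 that did not pass it changed sign. List medians were recomputed under the other scalings, the filters on dim genes and the fits with an array left out. Camera's estimated correlation and fry change the test of a list and leave its median as it is. Leaving out 1 array at a time gave 6562 to 7423 genes for the labelled B cells (1781 to 1883 at least 2-fold), 5947 to 6800 for the labelled T cells (1539 to 1670), 6442 to 6989 for B against T at rest (1899 to 1983), 7420 to 8234 after activation (2380 to 2479) and 8040 to 8486 for the interaction (4176 to 4315). The arrays stood with their labelled group, and the labelled groups joined as reported, under all 8 other ways of clustering. With every probe set tested on its own, more were called because more were tested, with 10211 for the labelled T cells, 13027 after activation and 13700 for the interaction, and with 3184, 2809, 2921, 4451 and 7938 at least 2-fold in the 5 comparisons. That setting also moved the balance of higher and lower calls, with 49.3% higher rather than 54.1% in the labelled B cells, 53.5% rather than 47.3% in the labelled T cells, 49.8% rather than 45.9% at rest (where the balance did not turn), 47.4% rather than 53.5% after activation and 44.9% rather than 51.2% in the interaction, for which the cause was not tested. Median centring moved the median of all genes from -0.02 to 0.09 log2 in the labelled B cells, from 0.02 to -0.09 in the labelled T cells, from -0.03 to 0.10 between the labelled activated groups and from -0.04 to 0.18 in the interaction. Between the labelled resting groups this median moved from -0.003 to -0.08 log2. With camera's estimated correlation, the medians of the B cell genes (-2.12 at rest and -5.32 after activation) and of the T cell genes after activation (3.47) no longer passed the threshold, as that setting allows for genes of a list that vary together. The share of the spread within groups fell from 9.48% to 6.25% and 7.41% with the 2 filters on dim genes, and the cause was not tested. With the replicate block, 7119 genes were called for the labelled B cells, 6559 for the labelled T cells and 8416 for the interaction, and of the genes named in the text it lifted only Xrcc4 over the threshold of 0.05. Under the other settings, 1542 values of named genes kept their side of the threshold and 12 lost it, and with an array left out 1930 kept it and 14 lost it. All those lost were in Txk, Xrcc4, Sparc, Lig4 and Cr2, in comparisons where they were named after their values were seen. Of the list medians, 1014 kept their side, 118 lost it and 23 gained it under other settings, and 1960, 11 and 9 did so with an array left out. Signal over background limits the genes near 5.21 log2, where fold changes are compressed.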

Differences from the paper's values

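The paper's text gives no number for the arrays, and its supplementary tables are not used here, so that only directions can be compared. The paper states that the 6 activation genes it names rose in splenic B cells with stimulation. Of the 5 measured here, 1 was higher, 3 were lower and 1 did not pass the test in the arrays labelled activated B against those labelled resting B, with log2 fold changes of 1.25 for Myc, 0.15 for Ccnd2, -0.39 for Cd44, -0.62 for Fas and -1.04 for Il5ra. All 5 were higher in the arrays labelled resting T than in those labelled activated T, where the log2 fold changes (activated minus resting) lay between -3.95 for Il5ra and -0.99 for Myc, and no comparison of 2 groups with the same labelled cell type gave all 5 in the paper's direction as labelled.

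The paper states that B and T cell genes were expressed in the corresponding cell types. Of 23 T cell genes, 23 were higher in the arrays labelled resting B than in those labelled resting T and 22 in the arrays labelled activated B than in those labelled activated T. Of 23 B cell genes, 17 and 23 were lower in the arrays labelled B in these comparisons. The paper also states that cell cycle genes rose after stimulation. In the labelled B cells, 30 of 30 replication genes and 34 of 34 mitosis genes were higher after activation, as in the paper, and in the labelled T cells 29 of 30 and 34 of 34 were lower. None of the other scalings, the filters on dim genes or the fits with an array left out turned the direction of one of these list medians. The genes named above kept their direction under the alternatives that were run on them.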

Other observations

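For CTCF and cohesin, the nuclear lamina and the flanks of IgH, camera, which compares a list with all other genes, did not pass the threshold in either labelled activation. The test fry, which asks without regard to other genes whether the members of a list shift in 1 direction, gave adjusted p = 9.1e-05, 1.2e-04 and 0.0016 for these lists in the labelled B cells and adjusted p = 4.8e-04, 5.7e-04 and 0.0501 in the labelled T cells. For changes in either direction its highest adjusted p over these lists was 2.5e-08 in the labelled B cells and 5e-08 in the labelled T cells. Of 12 genes of CTCF and cohesin, 6 were higher (7 when adjusted over the list alone) and 3 lower in the arrays labelled activated B than in those labelled resting B, and 4 were higher (5 when adjusted over the list alone) and 5 lower in the arrays labelled activated T than in those labelled resting T (adjusted p = 0.215 and 0.385 from camera). The cohesin subunit genes Rad21 and Smc1a had log2 fold changes of 0.75 and 0.70 in the labelled B cells and -0.64 and -0.57 in the labelled T cells, and Cdca5, the cohesion factor sororin, of 3.76 and -3.22. Of 10 genes of the nuclear lamina, 5 were higher and 3 lower in the labelled B cells and 4 higher and 5 lower in the labelled T cells (adjusted p = 0.306 and 0.385 from camera), led by the B-type lamin gene Lmnb1 at 2.01 and -1.88. Of 14 genes of pericentromeric heterochromatin, 8 were higher and 2 lower, and 2 higher and 10 lower (3 and 12 lower when adjusted over the list alone) (adjusted p = 0.00722 and 0.00025 from camera, and adjusted p = 0.207 and 0.133 with an estimated correlation), with Cbx5, which encodes HP1α, at 1.90 and -1.49 and the chromatin remodeller gene Hells at 3.06 and -2.78. Of 23 measured genes that flank IgH on chromosome 12, 9 were higher and 6 lower in the labelled B cells and 5 higher (6 when adjusted over the list alone) and 9 lower in the labelled T cells (adjusted p = 0.306 and 0.369 from camera). They include Ncapg2, a condensin subunit, at 3.90 and -3.86, and Crip1, next to the constant region side, at 2.26 in the labelled T cells. Between the arrays labelled activated B and activated T, 11 of the flanking genes were higher and 2 lower, and 6 of the lamina genes were higher and 1 lower (adjusted p = 0.00283 and 0.043 from camera, and adjusted p = 0.197 and 0.224 with an estimated correlation).

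Of 14 genes of plasma cells and secretion, 5 were higher and 4 lower in the arrays labelled activated B than in those labelled resting B (adjusted p = 0.536 from camera), and none was higher and 11 were lower in the arrays labelled activated T than in those labelled resting T (adjusted p = 3.3e-08 from camera, and adjusted p = 0.133 with an estimated correlation). Jchain was at 10.97 ± 0.30 (SD, n = 3) log2 in the arrays labelled resting B, 4.30 ± 0.20 in those labelled activated B, 8.42 ± 0.87 in those labelled resting T and 5.58 ± 0.34 in those labelled activated T. Of 17 genes of the unfolded protein response, 10 were higher and 3 lower (4 when adjusted over the list alone) in the labelled B cells (adjusted p = 0.114 from camera) and 1 was higher and 13 lower (14 when adjusted over the list alone) in the labelled T cells (adjusted p = 1.8e-05 from camera, and adjusted p = 0.248 with an estimated correlation). Of 15 interferon-stimulated genes, 3 were higher and 9 lower, and 1 higher and 12 lower, so that both labelled activated groups were lower (adjusted p = 0.00271 and 0.00031 from camera, and adjusted p = 0.52 and 0.387 with an estimated correlation). Of 13 genes of the BCL2 family, 4 were higher and 1 lower, and 3 higher and 4 lower (adjusted p = 0.306 and 0.705 from camera). The 6 genes of V(D)J recombination and early B cell development had 4 members at or below the background in each labelled group, and camera did not call the list in either comparison (adjusted p = 0.946 and 0.28).

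The cytokine gene Il10 was at 8.04 log2 in the arrays labelled activated B and between 3.70 and 3.74 in the other labelled groups. Of the chemokines induced in activated B cells, Ccl22 was at 9.71 ± 0.41 (SD, n = 3) log2 in the arrays labelled resting T and between 4.71 and 4.97 in the others.

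Arrays of 1 group differed in the sex-linked genes, and same-numbered arrays had like values. Xist, transcribed from the inactive X chromosome, was at 10.6 and 10.8 log2 in replicate 3 of the arrays labelled resting and activated B and between 3.91 and 4.50 in replicates 1 and 2. In the arrays labelled T it was between 10.8 and 11.2 log2 in replicates 5 and 6 and at 4.11 and 4.04 in replicate 4. The 4 sex-linked genes passed the threshold in none of the 5 comparisons of limma.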
